A study of Homo sapiens with 18 samples.

How the data were processed

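RNA from 18 cultures of the G401 line, a malignant rhabdoid tumour cell line, was sequenced after poly(A) selection with a stranded library kit and paired-end reads, per the labels' protocols. The 18 libraries fall into 6 groups of 3 biological replicates. A control line edited at the AAVS1 safe harbour site (WT) and 2 clones with both copies of RB1 disrupted by CRISPR/Cas9 (E1 and F2) each received 10 µM tazemetostat, an inhibitor of the histone methyltransferase EZH2, or its solvent DMSO for 11 days. Groups and replicate numbers were taken from the sample titles.

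The authors deposited 1 table of 55765 gene symbols by 18 samples, and its values are a signal: gene counts divided by a size factor per sample. The aligner, the counting program, whether counting used the strand, the genome build and the annotation were not stated. Values multiplied by the step of their sample were whole reads for 100% of values in each sample, and the steps differed from median-of-ratios size factors by at most 3.3e-15. The factors ranged from 0.812 to 1.145. The factor of F2 tazemetostat replicate 2, 0.9908, is so near 1 that an automatic check of steps cannot tell it from rounding, although its values were whole after multiplication too. Every column belonged to 1 sample and all were used. The recovered depth was 25709489 to 39314860 reads per library. Floors cover counting error only, since PCR copies were not told apart by molecular identifiers. A group whose libraries all had 3 reads or fewer for a gene was taken as at the floor, and folds against it were computed against 3 reads as lower bounds.

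Tests used limma 3.58.1 in R 4.3.3 on log2(value + 1), with lmFit and eBayes with a mean-variance trend. Genes with a mean value of at least 10 over the 18 samples were tested, which left 16154. All samples entered 1 fit of 6 group means without a replicate block, and 11 contrasts were taken from it. A gene was past the threshold when its Benjamini-Hochberg adjusted p within the contrast was under 0.05 and its log2 change was at least 1 in size. Log2 changes are on the log2(value + 1) scale, which understates the change of low genes. A response difference is the log2 change with tazemetostat in one line minus that in another.

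The 6 gene lists fixed before the data were examined (G1/S and E2F targets, G2/M, PRC2-bound developmental genes, antigen presentation, p53 targets, ribosomal proteins) were tested with camera in limma at an inter-gene correlation of 0.01, adjusted over 66 tests. camera compares the moderated t-statistics of a list with those of all other tested genes. The value printed is instead the mean log2 change of the list, with the SE of that mean from the per-sample list means. Named genes followed a rule also fixed beforehand: 18 genes chosen for RB1, PRC2 and the cell cycle, and in each contrast the 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 50 whose compared groups did not overlap (for response differences, without the condition on overlap).

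The replicate numbers in the titles are shared between groups, so each fit was repeated with the replicate number as a block. The correlation of same-numbered samples' deviations from their group means was computed as a check of that pairing. The alternatives fixed before the data were examined were other pseudocounts, other filters, no fold change limit, other scalings, only the groups of a contrast in the fit, an inter-gene correlation estimated per list, leaving out each replicate in turn, and edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 (Wald) on the recovered reads. Chosen after seeing the data were centring by GC content and transcript length, thinning of reads to the size of the smallest library, and a scaling without the 100 genes with most reads.

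GC content, transcript length and chromosome came from GENCODE v29 by symbol or older symbol, which matched 88.0% of the tested genes. No coordinates are given because the build of the deposited table was not stated. On simulated counts for 16154 genes with 200 changed genes, recovery was scored by adjusted p under 0.05 and direction, without the fold change limit. The limma fit recovered 92% of the changed genes in a treatment contrast and 86.5% in a response difference. Of the calls made there, 8% and 4.4% were false. The simulation had fewer changed genes than were called here in any contrast, no shared deviations of samples and no genes silent in DMSO. These shares therefore do not describe the calls reported. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.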

Results

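The series measured transcript levels in G401 cells with and without RB1, a tumour suppressor that restrains E2F transcription factors, after exposure to the EZH2 inhibitor tazemetostat or DMSO. Each of the 6 groups held 3 libraries. The depth recovered from the deposited values ranged from 25709489 reads in F2 DMSO replicate 3 to 39314860 reads in WT tazemetostat replicate 2. The gene with most reads, MT-CO1, took between 0.692% and 1.332% of a library. Of the variance over 16154 tested genes, 80.9% lay on a first principal component that separated tazemetostat from DMSO in all 18 samples. SMARCB1 had 0 reads in each of the 18 libraries and was not detectable at this depth, where 3 reads or fewer counted as the floor.

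The targeted gene was examined first. RB1 transcript was 2694 ± 132 normalized counts (SD, n = 3) in WT with DMSO, 648 ± 138 in E1 and 839 ± 30 in F2, which is 24% and 31.1% of the WT level. With tazemetostat it was 2474 ± 157 in WT, 977 ± 59 in E1 and 937 ± 7 in F2, which is 39.5% and 37.9% of WT. The highest clone library, at 1045, lay below the lowest WT library, at 2300. In DMSO the log2 change of RB1 was -2.08 ± 0.11 (SE) in E1 and -1.68 ± 0.11 in F2, with limma adjusted p of 5.7e-11 and 2.3e-09. With the replicate number as a block the adjusted p were 3.5e-10 and 9.4e-09, where same-numbered samples' deviations correlated at 0.006 for E1 and 0.222 for F2. An exact two-sided permutation test of 3 against 3 libraries gave p = 0.1 for each clone, the smallest value it allows.

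**Figure D1:**
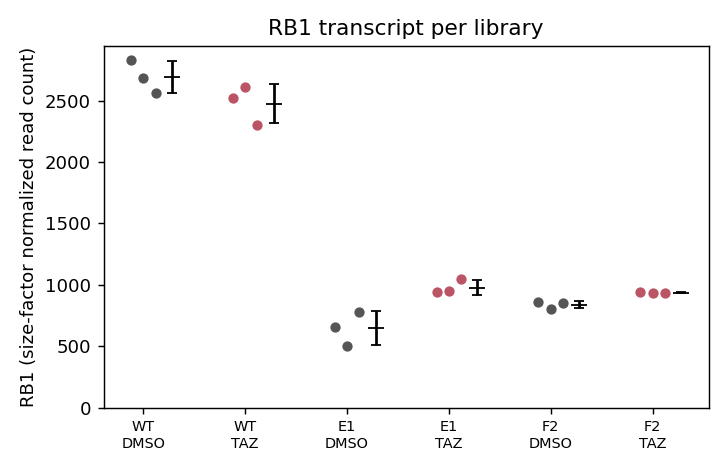
RB1 level as size-factor normalized read count (vertical axis, from 0) in each library of the 6 groups (points), with the group mean and SD (bar). The WT libraries sit at 2300 or above and the clone libraries at 1045 or below.

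The first comparison asked which genes respond to EZH2 inhibition in each line. In WT, 2342 genes were higher and 1094 lower with tazemetostat (limma, adjusted p under 0.05 and a log2 change of at least 1), so that 68.2% were higher. With every sample scaled to the same total, 57.9% were higher. In E1, 1824 were higher and 610 lower, and in F2 2145 were higher and 600 lower. The choice that moved these counts most was the fold change limit: without it 10367 genes were past the threshold in WT. With a replicate block the totals were 3444 in WT, 2434 in E1 and 2750 in F2, against 3436, 2434 and 2745 without it. Same-numbered samples' deviations correlated at 0.154, 0.072 and 0.026 in these contrasts. The edgeR test on the recovered reads called 3466, 2458 and 2782 genes. Of the genes higher in WT, 69.9% were also higher in E1 and 79.9% in F2. Of those lower in WT, 25.9% were also lower in E1 and 29.5% in F2. Their median log2 change was -1.33 in WT, -0.50 in E1 and -0.61 in F2. These genes were chosen for a fall in WT, which favours a larger change there. Of genes lower in E1, 46.4% were also lower in WT, with a median of -1.29 in E1 and -0.95 in WT. For genes lower in F2 the values were 53.8%, -1.37 in F2 and -1.09 in WT. Past the threshold in all 3 lines were 1580 higher and 220 lower genes. Of the genes that rose, 46.6% in WT, 61.5% in E1 and 55.9% in F2 had a mean under 10 in DMSO.

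Among the largest rises, ANKRD1 went from 2.52 ± 2.9 to 26405 ± 2643 normalized counts in WT (SD, n = 3). It was at least 6010-fold higher with tazemetostat in E1 and at least 8780-fold higher in F2. CNTNAP2 had 17646 ± 954 normalized counts with tazemetostat in WT, 20657 ± 1560 in E1 and 12092 ± 400 in F2, and 3.23 ± 4.8, 1.51 ± 1.8 and 0.404 ± 0.7 in DMSO. The remaining gene among the 3 largest rises was TNFRSF19 in WT (at least 2450-fold), ABLIM1 in E1 (at least 3750-fold) and POSTN in F2 (at least 3330-fold). The 3 largest falls were CALCRL, PRAME and CTC-459I6.1 in WT, RP11-645C24.2, RP1-159G19.1 and GRAMD3 in E1, and RP11-645C24.2, CALCRL and ST18 in F2. CALCRL fell from 472 ± 42 to 9.05 ± 5.4 normalized counts in WT. Transcripts with clone-based names, such as CTC-459I6.1 and RP11-645C24.2, are uncertain where they overlap or run antisense to other genes, because whether counting used the strand was not stated.

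**Figure D2:**
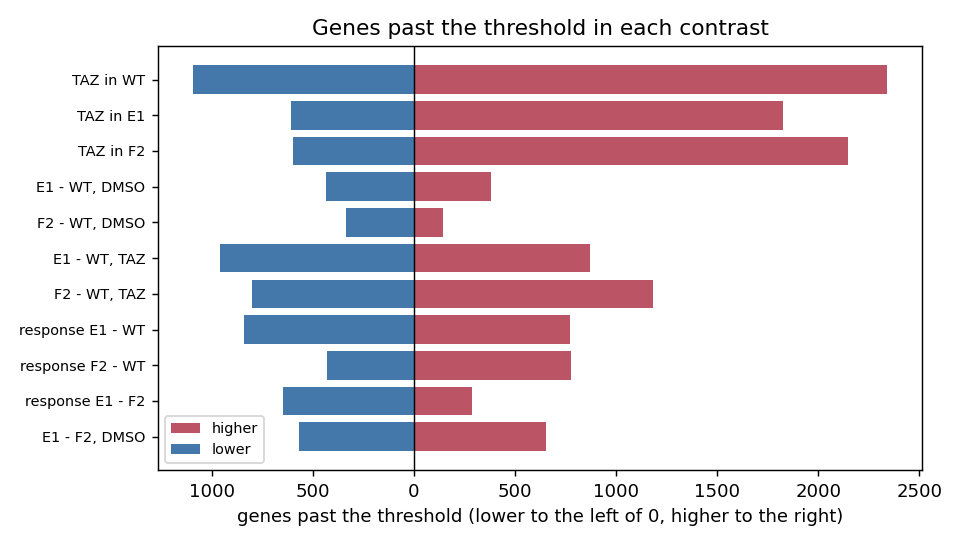
Number of genes past the threshold (horizontal axis, genes) in each of 11 contrasts, with higher genes to the right of 0 and lower genes to the left. The tazemetostat contrast in WT has 2342 higher and 1094 lower genes, and F2 against WT in DMSO has 143 and 338.

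Of 17 tested genes on the list fixed beforehand, 8 were past the threshold with tazemetostat in WT, 2 in E1 and 3 in F2, and adjusting over the list alone gave the same numbers. EZH2 was 2478 ± 89 normalized counts with DMSO and 876 ± 42 with tazemetostat in WT (SD, n = 3), a log2 change of -1.50 ± 0.07 (SE; limma adjusted p 6.7e-13, and 1.1e-11 with the replicate block). CCNA2, MKI67, AURKB and RBL1 also passed in WT, with log2 changes of -1.95, -1.41, -1.41 and -1.46, while CDKN2A, CDKN2B and PGBD5 rose by 1.74, 3.26 and 2.70. In E1, CDKN2B rose by 2.71 and PGBD5 by 8.24. In F2, CDKN2A rose by 1.52, CDKN2B by 3.40 and PGBD5 by 3.11. CDKN2A and CDKN2B lie where transcripts overlap or run antisense, so their values are uncertain to the extent that counting could split such reads. E2F1, at -0.64, and CCNE1, at 0.02, did not reach the threshold in WT.

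The second comparison asked what differed between each clone and WT without the inhibitor. In DMSO, E1 had 380 higher and 434 lower genes than WT, and F2 had 143 higher and 338 lower. With the replicate block the totals were 818 for E1 and 481 for F2, against 814 and 481 without it, at pairing correlations of 0.006 and 0.222. Both clones shared 22 higher and 104 lower genes, and 64 genes higher in E1 were lower in F2. Across genes, which are not independent replicates, the log2 changes of the clones correlated with a Pearson's r of 0.108. PRICKLE1 was 34.3 ± 5.3 normalized counts in WT, 3799 ± 472 in E1 and 3513 ± 155 in F2 (SD, n = 3). The other large rises were RP11-493L12.3 and EPHA3 in E1 and NAV2 and KIF26B in F2. PDE11A and NTRK3 had 0 reads in E1 with DMSO and were at least 305-fold and 255-fold lower than in WT, and LINC00052 was the third largest fall. In F2, ZNF502, HMCN1 and RNF182 were at least 46.8-fold, 45.9-fold and 43.0-fold lower. From the fixed gene list, CDKN1A in E1 was 10434 ± 1399 normalized counts against 2429 ± 87 in WT and 2792 ± 133 in F2, a log2 change of 2.09 ± 0.07 (SE; limma adjusted p 2.3e-13, and 5.7e-13 with the replicate block). CDKN2B and PGBD5 were lower in E1, with log2 changes of -1.76 and -5.31.

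Under tazemetostat the clones differed from WT in more genes. E1 had 872 higher and 961 lower genes, and F2 had 1181 higher and 803 lower. In F2, 59.5% were higher, 71.4% with every sample scaled to the same total and 47.4% without a fold change limit. With the replicate block the totals were 1844 and 2000, against 1833 and 1984 without it, at pairing correlations of -0.046 and 0.056. Of these, 531 higher and 400 lower genes were shared, and the log2 changes of the clones correlated across genes with a Pearson's r of 0.611. In either treatment both clones were compared with the same WT libraries, which can raise the sharing and the correlation. By how much was not tested. The largest rises were RP11-493L12.3, PRKD1 and EPHA3 in E1 and OSTN, AC069277.2 and FXYD6 in F2. The largest falls were LINC00052, ARSD and NDNF in E1 and ZNF502, KRTAP2-3 and a transcript with a clone-based name (-6.94) in F2. KRTAP2-3 belongs to a family of near-identical genes and is uncertain. Of 17 genes on the fixed list, 8 were past the threshold in E1 and 6 in F2.

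The third comparison tested whether the response to tazemetostat itself differed from that of WT. In E1, 774 genes had a higher and 842 a lower response, and in F2 779 had a higher and 429 a lower one. In F2, 64.5% were higher, 75.6% with every sample scaled to the same total and 51% without a fold change limit. With the replicate block the totals were 1635 and 1243, against 1616 and 1208 without it, at pairing correlations of 0.012 and 0.127. Both clones shared 391 genes with a higher and 215 with a lower response, and 65.2% of those 391 were genes that fell in WT. Both response differences used the same WT libraries, which can raise this sharing, and by how much was not tested. In 263 of the E1 genes and 234 of the F2 genes, no DMSO library of either line had more than 3 reads. edgeR's quasi-likelihood test on the recovered reads called 1376 and 963 genes in all. It called 17 of these 263 and 11 of these 234, compared with 95% and 94.1% of the other genes past the threshold. MDFIC and PTGFRN had the highest responses in both clones, with differences of 6.82 and 6.10 in E1 and 6.77 and 6.90 in F2. MDFIC was 84.4, 0.325 and 0.687 normalized counts in WT, E1 and F2 with DMSO, and 238, 397 and 488 with tazemetostat. PTGFRN was 53.3, 0.92 and 0 with DMSO, and 894, 2167 and 2138 with tazemetostat. For both genes most of the difference thus lay in DMSO. The next was PGBD5 in E1, at 5.54, and RNF182 in F2, at 6.03. In DMSO their log2 changes against WT in those clones were -5.31 and -6.76. The lowest responses were those of C8orf4 (-6.73), NDNF (-6.36) and CCL2 (-5.45) in E1 and NAV2 (-6.75), KIF26B (-5.97) and HTR2A (-5.82) in F2. NAV2 and KIF26B were already higher in F2 than in WT with DMSO, by log2 changes of 6.66 and 5.34. C8orf4 and CCL2 had 0 reads and NDNF at most 9 reads in the DMSO libraries of WT and E1, and edgeR called none of these 3. From the fixed list, EZH2 differed by 1.42 in E1 and 1.22 in F2, CCNA2 by 1.70 and 1.57, MKI67 by 1.60 and 1.62, AURKB by 1.27 and 1.21, and RBL1 by 1.54 and 1.10.

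The clones were also compared with each other. In DMSO, 654 genes were higher and 568 lower in E1 than in F2, and 288 had a higher and 650 a lower response to tazemetostat. The block gave totals of 1225 and 935, against 1222 and 938 without it, at pairing correlations of 0.029 and -0.011. In DMSO, HMCN1, RNF182 and PRICKLE2 were at least 2290-fold, 511-fold and 386-fold higher in E1. NTRK3 and PDE11A were at least 578-fold and 480-fold lower there, and NAV2 was 431-fold lower. From the fixed list, CDKN1A was higher in E1 by 1.89, and CDKN1C, CDKN2B and PGBD5 had log2 differences of -1.09, -1.16 and -4.67. The largest response differences were those of NAV2 (8.79), OGFRL1 (7.76) and PRKD1 (5.79) on one side and PRICKLE2 (-9.73), RNF182 (-8.98) and HMCN1 (-8.41) on the other, and PGBD5 differed by 5.13. For NAV2, PRICKLE2, RNF182, HMCN1 and PGBD5 the response difference was opposite to the DMSO difference above and largely restates it.

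Of the 66 tests of gene lists, 47 had a camera adjusted p under 0.05, 50 with the replicate block, and 17 when the inter-gene correlation was estimated for each list. The G1/S and E2F list changed by -1.23 ± 0.05 (SE) with tazemetostat in WT, by -0.16 ± 0.04 in E1 and by -0.24 ± 0.03 in F2. All 3 treated libraries lay below all 3 DMSO libraries in each line. The limma camera adjusted p were 1.45e-30, 8.74e-05 and 1.69e-07, and 4.8e-30, 6.56e-05 and 1.24e-07 with the replicate block, at pairing correlations of 0.154, 0.072 and 0.026. With the correlation estimated, the changes in E1 and F2 were no longer past the threshold. The response of this list differed from WT by 1.07 ± 0.07 in E1 and 0.98 ± 0.06 in F2, with camera adjusted p of 1.63e-43 and 2.47e-48, and 1.64e-42 and 4.52e-47 with the block, at pairing correlations of 0.012 and 0.127. Of 84 tested genes on it, 60 fell past the threshold in WT, 1 in E1 and 1 in F2, where 1 more rose. The numbers were the same when adjusted over the list alone. The G2/M list changed by -1.17 in WT, -0.01 ± 0.045 (SE) in E1 and -0.10 in F2. In E1, 1 of 3 treated libraries lay above and 1 below all DMSO libraries, so the change was within the spread between replicates. Against all other tested genes the list was not set apart in E1 (camera adjusted p 0.326, and 0.336 with the block).

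The PRC2 developmental list, of which 107 of 204 genes were tested, rose by 0.95 ± 0.02 (SE) in WT, 1.07 ± 0.07 in E1 and 1.13 ± 0.05 in F2. All other tested genes rose by a mean of 0.42, 0.41 and 0.48, below that of the list. By its t-statistics the list was not set apart from them (camera adjusted p 0.267, 0.104 and 0.317, and 0.263, 0.0986 and 0.32 with the replicate block, at pairing correlations of 0.154, 0.072 and 0.026). Of its 107 tested genes, 38 rose past the threshold in WT, 36 in E1 and 40 in F2, compared with 2342, 1824 and 2145 of all 16154, and 13, 9 and 12 fell. A larger share of the list than of all tested genes thus rose. As its genes moved both ways, the camera result does not show that the list responded as other genes did. Its response differences of 0.12 ± 0.07 in E1 and 0.18 ± 0.05 in F2 did not pass either (0.304 and 0.847, and 0.308 and 0.857 with the block, at pairing correlations of 0.012 and 0.127). Without the filter on low genes the list passed with tazemetostat in each line, with a mean change of 0.883 in WT, 1.01 in E1 and 1.09 in F2.

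The antigen presentation list rose by 1.78 in WT, 0.76 in E1 and 1.65 in F2, and all 3 treated libraries lay above all 3 DMSO libraries in each line. Its response differed from WT by -1.02 ± 0.04 (SE) in E1 (limma camera adjusted p 2.87e-09, and 2.3e-09 with the replicate block) and by -0.12 ± 0.06 in F2 (0.219, and 0.204 with the block), at pairing correlations of 0.012 and 0.127. E1 differed from WT on this list by 0.446 in DMSO and by -0.572 in tazemetostat. The lower response of E1 thus lay partly in a higher level in DMSO. Of its 32 tested genes 12 are HLA genes, whose near-identical sequences make single values uncertain. The p53 target list rose by a mean of 1.12, 0.69 and 0.97 in WT, E1 and F2, but by a median of 0.33, 0.19 and 0.208. All other tested genes rose by a mean of 0.425, 0.418 and 0.479. Of 47 tested genes on the list, 13, 6 and 10 rose past the threshold, so a minority of its genes carried the mean. In DMSO the p53 target list was higher than WT by 0.75 ± 0.03 in E1 and by 0.02 ± 0.02 in F2 (camera adjusted p 3.34e-23 and 0.0367, and 7.71e-23 and 0.0324 with the block, at pairing correlations of 0.006 and 0.222). All 3 E1 libraries lay above all WT libraries, but 1 of 3 F2 libraries did. The ribosomal protein list changed by -0.31, -0.14 and -0.36 with tazemetostat in the 3 lines. All 3 treated libraries lay below all DMSO libraries in WT and F2, and 2 of 3 did in E1.

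**Figure D3:**
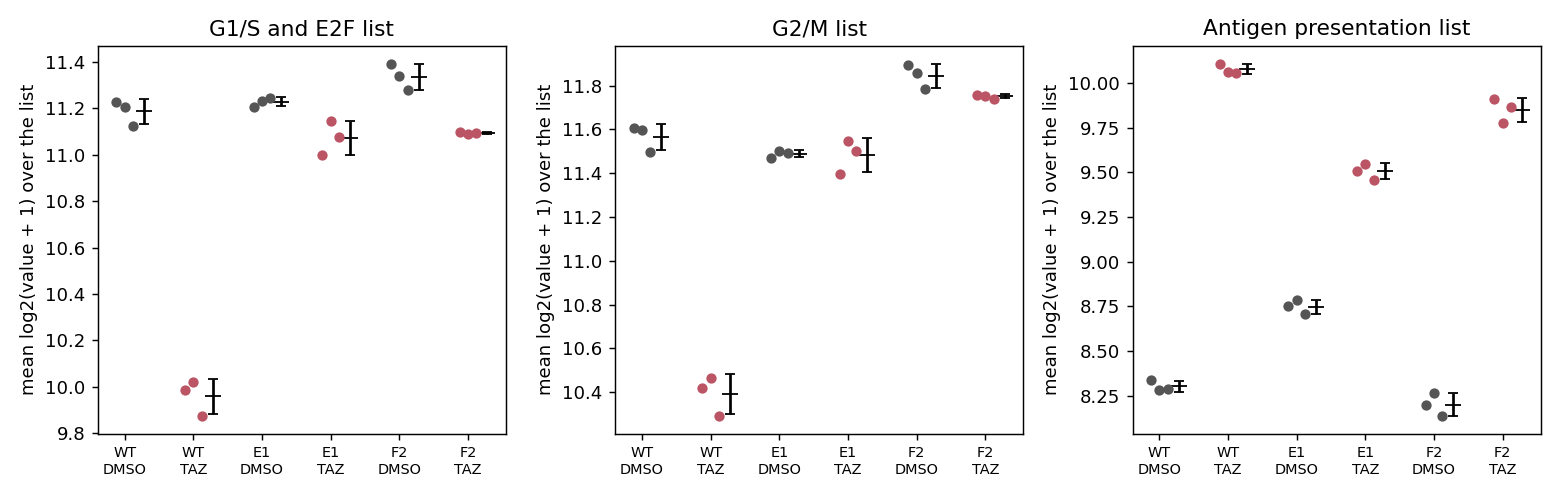
Mean log2(value + 1) over the genes of 3 lists (vertical axes, which do not start at 0) in each library of the 6 groups (points), with the group mean and SD (bars). The G1/S and E2F list has a mean of 9.96 in WT with tazemetostat and at least 11.07 in each of the other groups.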

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

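The tests of scaling, depth, GC content and length, mislabelled lines, genes of a list varying together, loss of RB1 for the p53 list, chromosome medians of the clones, and genes without reads in DMSO were chosen after the results were seen, as was the test of the 100 genes with most reads on the lists. The other tests were fixed before their outcome was computed.

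The number of genes whose response to tazemetostat differed between lines drew attention, because the difference itself was tested. It was 1616 for E1 against WT, 1208 for F2 against WT and 938 for E1 against F2, and 1222 genes differed between E1 and F2 in DMSO. With every sample scaled to the same total the counts were 1646, 1347, 953 and 1235. With reads thinned to the smallest library they were 1613, 1199, 902 and 1181. After centring by GC content and length they were 1608, 1297, 964 and 1223, and without the 100 genes with most reads 1633, 1280, 936 and 1227. None of these 4 choices removed the differences. Mislabelled lines were also tested. The highest RB1 value in a clone library, 1045, lay below every WT library, which tells clones from WT only. Over genes that differed between the clones in DMSO, chosen without the replicate number of the DMSO library placed, 12 of 12 clone libraries lay on the side of their own clone. An exchange of the clone names in all libraries would not show. Of the response differences, edgeR called 1303, 928 and 641 of the same genes. Most of those it left out had no DMSO library of either line with more than 3 reads.

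Other splits of the samples limit these counts. For the responses, clone labels were exchanged within a treatment and replicate number, which gives 32 splits. As many genes were found in 5 of 32 splits for E1 against WT, 8 of 32 for F2 against WT and 6 of 32 for E1 against F2. In 5, 8 and 3 of these the tazemetostat libraries of a line stayed together, and in the other 3 for E1 against F2 the DMSO libraries did, so that these splits still hold a difference between lines. Splits that parted the tazemetostat libraries gave at most 528 genes for E1 against WT and 183 for F2 against WT. The split that exchanged all tazemetostat labels gave 2888, 3234 and 2878 genes, as it adds the line differences in both treatments. For E1 against F2 in DMSO, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes and the others 0 to 2. As 4 splits cannot give a share under 0.05, this test decides nothing. The other 6 of the 10 possible splits part fewer such pairs. The splits thus decide nothing about these counts, and none is called biological here.

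The 39 named gene results that differed in response between lines, or between the clones in DMSO, were also weighed together. All 39 kept their direction and stayed past the threshold under each of the 4 choices: same total, thinned reads, centring, and leaving out the 100 genes (39 of 39 each). In E1 against WT the response differences were 1.27 for AURKB, 1.70 for CCNA2, 1.42 for EZH2, 1.60 for MKI67, 1.54 for RBL1, 6.82 for MDFIC, 6.10 for PTGFRN and 5.54 for PGBD5. They were -6.73 for C8orf4, -5.45 for CCL2 and -6.36 for NDNF, and edgeR called none of these 3 (adjusted p 1, 1 and 0.94). In F2 against WT they were 1.21 for AURKB, 1.57 for CCNA2, 1.22 for EZH2, 1.62 for MKI67, 1.10 for RBL1, 6.77 for MDFIC, 6.90 for PTGFRN, 6.03 for RNF182, -5.82 for HTR2A, -5.97 for KIF26B and -6.75 for NAV2. Between the clones the responses differed by 8.79 for NAV2, 7.76 for OGFRL1, 5.79 for PRKD1, 5.13 for PGBD5, -8.41 for HMCN1, -8.98 for RNF182 and -9.73 for PRICKLE2. In DMSO the clones differed by 1.89 for CDKN1A, -1.09 for CDKN1C, -1.16 for CDKN2B, 12.49 for HMCN1, -8.72 for NAV2, -10.68 for NTRK3, -10.41 for PDE11A, -4.67 for PGBD5, 10.29 for PRICKLE2 and 10.32 for RNF182. NAV2, PGBD5, HMCN1, RNF182 and PRICKLE2 enter both in DMSO and in response, with opposite signs. The 39 results thus hold the same DMSO gap more than once. Of the results between the clones in DMSO, CDKN1C was no longer past the threshold with a pseudocount of 8 (-0.917), with only the 2 groups in the fit (-1.09), or without replicate 3 of E1 (-0.847) or of F2 (-0.985).

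List results that differed in response between lines, or between the clones in DMSO, numbered 18. Direct comparisons of a clone with WT within a treatment are not among them. Against WT, the response of E1 differed by 1.07 for the G1/S and E2F list, 1.17 for G2/M, -1.02 for antigen presentation, -0.43 for p53 targets and 0.17 for ribosomal proteins. The response of F2 differed by 0.98 for G1/S and E2F, 1.08 for G2/M and -0.15 for p53 targets. Between the clones the responses differed by 0.09 for G1/S and E2F, 0.09 for G2/M, -0.89 for antigen presentation and 0.22 for ribosomal proteins. In DMSO they differed by -0.11, -0.36, -0.05, 0.55, 0.73 and -0.15 for the G1/S and E2F, G2/M, PRC2, antigen presentation, p53 and ribosomal lists. Of the 18, 18 were kept with the same total, 18 with thinned reads, 17 after GC and length centring (all but G2/M between the clones' responses) and 18 without the 100 genes. With the inter-gene correlation estimated per list 7 were kept: both cell-cycle lists in each clone against WT, antigen presentation in E1 against WT and against F2, and p53 targets in DMSO. The remaining 11 cannot be told apart from genes of a list varying together.

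The cell-cycle lists were compared with 10000 random lists of the same size and level. Both lay at percentile 100 for E1 and for F2, where the random means ran from -0.13 to 0.08 at the widest. As large a difference was found in 7 of 32 splits for G1/S and E2F in E1, 1 of 32 for G2/M in E1, and 8 of 32 for each list in F2. In each of these splits the tazemetostat libraries of a line stayed together, so that they still hold the difference between lines in tazemetostat. In DMSO the G1/S and E2F list differed from WT by 0.041 in E1 and 0.149 in F2, and the G2/M list by -0.077 and 0.279. A weaker fall of cell-cycle genes after loss of RB1 is a hypothesis that these values may favour, but 2 clones against 1 control line cannot separate RB1 from differences between clones.

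For the other lists, the splits with as large a response difference were, for E1 against WT, 7 of 32 for PRC2, 1 for antigen presentation, 12 for p53 and 3 for ribosomal proteins. For F2 against WT they were 8, 14, 1 and 12, and for E1 against F2 they were 18, 1, 20 and 3, with 11 for G1/S and E2F and 25 for G2/M. The lower antigen presentation response of E1 against F2 was -0.89 with all 32 genes and -0.58 without the 12 HLA genes. Reads shared between HLA genes thus do not account for all of it, but may account for part. No test is given for the remaining 20 genes. In DMSO the list of 32 genes was higher in E1 than in F2 by 0.549, and with tazemetostat its mean was 9.5 in E1 and 9.85 in F2. The lower response thus lay partly in the level in DMSO. It was not shared by both clones, and no biological explanation in the design was tested for it.

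Of the 48 list tests between 2 groups, 42 had 1 of 4 splits as large, 3 had 2, 1 had 3 and 2 had 4. The 8 gene counts between 2 groups had 1 of 4 each, and other splits gave at most 2 genes. The p53 list in DMSO was higher in E1 than in F2 by 0.73. The difference between F2 and WT was 0.022, so loss of RB1 alone does not account for it. Relative to chromosome medians it was 0.73, and the largest median between a clone and WT in DMSO was 0.07 in size among chromosomes with at least 100 genes (-0.116 for Y in E1 and 0.19 for M in F2, with fewer genes), so copy number of whole chromosomes does not account for it either. Of the 4 splits only the real one was as large, but 4 splits cannot give a share under 0.05, so this test decides nothing and cannot tell the difference apart from other groupings.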

How the results depend on the processing

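The gene counts were most sensitive to the fold change limit and the filter. For F2 against WT in DMSO a pseudocount of 8 moved the count more than the filter did. Without a fold change limit they were 10367 in WT, 7554 in E1 and 8438 in F2 for tazemetostat, 3740 (E1) and 3260 (F2) for clone against WT in DMSO, 8373 and 8573 in tazemetostat, 5720 and 4344 for the response of E1 and F2 against WT, and 5997 and 2384 for E1 against F2 in DMSO and in response. Without a filter, over 35344 genes, tazemetostat gave 5720, 4082 and 4698 genes in WT, E1 and F2, and the clones differed from WT in tazemetostat by 3130 and 3273. With a mean of at least 50 the tazemetostat counts were 2342 in WT, 1550 in E1 and 1768 in F2. With that filter the clones differed from WT by 504 (E1) and 337 (F2) genes in DMSO, and 1139 and 1230 in tazemetostat. The response counts against WT were then 1096 in E1 and 836 in F2. For E1 against F2 the counts were 792 in DMSO and 605 in response. With a pseudocount of 8, E1 and F2 differed from WT in DMSO by 528 and 286 genes. The cause was not tested. On recovered reads, edgeR called 98.7%, 98.8% and 99.4% of the same tazemetostat genes, but 80.6%, 76.8% and 68.3% of the genes whose response differed (E1 against WT, F2 against WT, E1 against F2). DESeq2 called 77%, 73.3% and 64.3% of the latter.

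With every sample scaled to the same total the median log2 change was -0.125 with tazemetostat in WT (0.026 as deposited), 0.144 for F2 against WT in tazemetostat (-0.002) and 0.130 for the response of F2 against WT (0.007). The share of higher genes became 57.9% in place of 68.2%, 71.4% in place of 59.5% and 75.6% in place of 64.5%. Without a fold change limit the share of higher genes was 54.2% in WT, 57.9% in E1 and 55.5% in F2 with tazemetostat, in place of 68.2%, 74.9% and 78.1%. For F2 against WT it was 40.1% in DMSO in place of 29.7%, 47.4% in tazemetostat in place of 59.5%, so that most genes were lower, and 51% for the response in place of 64.5%. For the response of E1 against F2 it was 41.7% in place of 30.7%. Why the limit moved these shares was not tested.

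The PRC2 list passed the threshold without a filter, at 0.883 in WT, 1.01 in E1 and 1.09 in F2, and in E1 with only the groups compared, at 1.07. Its response in F2 reversed to -0.0193 with a mean of at least 50. With the inter-gene correlation estimated, the G1/S and E2F list no longer passed in E1 (-0.157) and F2 (-0.242). The response differences of that list stayed past the threshold in the 13 alternatives that kept all replicates, from 1.06 to 1.16 in E1 and from 0.977 to 1.11 in F2, and in the 12 fits that each left out 1, from 1.03 to 1.11 and from 0.942 to 1.02. RB1, over 14 alternatives that kept all replicates, ran from -2.1 to -2.03 in E1 and from -1.68 to -1.62 in F2. The cause was not tested.

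The other reversed values, those of single lists, were at most 0.104 in size. The PRC2 list for E1 against WT in DMSO was -0.0143 with a pseudocount of 0.5, -0.0356 without a filter, -0.058 with a mean of at least 50, -0.00666 with the same total and -0.000561 after GC and length centring with or without the replicate block. Its response difference between the clones became 0.104 with a mean of at least 50 and 0.00412 after that centring with or without the block. With the same total, p53 targets for F2 against WT in tazemetostat were 0.0183, and the antigen presentation and ribosomal responses of F2 against WT were 0.00234 and 0.0737. The last was 0.0352 without the 100 genes with most reads. The cause was not tested.

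Over fits that each left out 1 replicate, the PRC2 list ran from -0.0339 to 0.0729 for E1 against WT in DMSO and from -0.097 to 0.00975 for E1 against F2. Ribosomal proteins for F2 against WT in tazemetostat ran from -0.0165 to 0.0476, and G2/M with tazemetostat in E1 from -0.039 to 0.0359. Tazemetostat counts ran from 3420 to 3505 in WT, 2387 to 2454 in E1 and 2715 to 2806 in F2 over 6 fits each, and the response counts from 1509 to 1903 in E1 and 1077 to 1282 in F2 over 12 fits each. The counts for clone against WT ran from 797 to 855 (E1) and 456 to 511 (F2) in DMSO and from 1809 to 1896 and 1892 to 2094 in tazemetostat. For E1 against F2 they ran from 1216 to 1271 in DMSO and 827 to 1067 in response. At least 82.7% of the genes called with all replicates were called in each of these fits, and 0 were called in the opposite direction. Of 3681 values for the 177 other results, 3545 stayed on their side of the threshold, 63 became weaker (28 of them with the correlation estimated, 20 without 1 replicate), 33 stronger, 21 moved and 19 reversed.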

Other observations

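The tests below were fixed before their outcome was computed, on patterns seen in the same data. The genes that differed between a clone and WT in DMSO were compared with the response to tazemetostat in the other clone, beside 10000 random lists matched on the level there in DMSO. Of the genes lower in E1, 50.7% rose in F2, where random lists gave 25.1% to 30.9%. Of those higher in E1, 63.2% rose in F2 (31.3% to 37.6%). Of the genes lower in F2, 52.7% rose in E1 (25.7% to 32%), and of those higher in F2, 45.5% did (19.6% to 30.1%). A hypothesis is that genes which vary between clones may be enriched for genes held down by EZH2. A competing explanation is that such genes vary in any comparison. The share that fell with tazemetostat was 3.93, 1.27, 1.43 and 2.67 times the random median in the same order, and the share that rose was 1.82, 1.83, 1.82 and 1.81 times it. For genes lower in E1 and higher in F2 the competing explanation therefore remains. For genes higher in E1 and lower in F2 the shares that fell, 3.7% and 5.9%, lay within those of random lists (1.6% to 4.7% and 2.1% to 6.2%). So few of these genes fell that the ratios cannot exclude the competing explanation for them either.

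A second hypothesis was that tazemetostat removes differences between clone and WT. Genes lower in a clone were chosen without 1 DMSO replicate. Their difference in tazemetostat was 55.5% of that in the replicate left out in E1 and 55.7% in F2. For these genes the difference was thus smaller in tazemetostat but not removed. Genes higher in a clone were not tested in this way.

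The samples WT DMSO 3, WT tazemetostat 3, E1 tazemetostat 1 and F2 DMSO 3 deviated together from their group means, with a mean correlation across genes of 0.359. They were picked after seeing the data. Each has the fewest reads of its group, as E1 DMSO 3 and F2 tazemetostat 2 have of theirs. With thinned reads the correlation was 0.339, after GC and length centring 0.328 (0.346 in the same genes before), and among genes with a mean of at least 50 it was 0.466. Across genes the deviation had a Spearman's rho of 0.401 with GC content and 0.083 with length, and after centring 0.035 and 0.061. The number of reads and GC content do not account for it as tested. E1 DMSO 3 correlated with these samples at -0.192 to 0.066 and F2 tazemetostat 2 at 0.116 to 0.157. Having the fewest reads of a group thus did not always go with this deviation. The samples deviating together also had the most genes with a read of their groups, at 23076, 24788, 25012 and 22135 in the order above. E1 DMSO 3 and F2 tazemetostat 2, at 22642 and 25189, did not. Whether this or another shared property accounts for the deviation was not tested and remains open. No biological explanation was tested.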
